A study of Homo sapiens with 6 samples. Its data were reported in "miR-335-3p attenuates transforming growth factor beta 1-induced fibrosis by suppressing Thrombospondin 1" (2024).

How the data were processed

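Small RNA sequencing was performed on A549 cells, a human lung adenocarcinoma line, and BEAS-2B cells, an immortalised human bronchial epithelial line. Each line was cultured for 48 h without TGF-β1 or with 1 or 5 ng/mL TGF-β1, a cytokine that drives epithelial cells toward a mesenchymal state. There were 6 libraries, 1 for each cell line and dose, and groups were taken from the sample labels. There were no replicates.

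Per the labels, the libraries were made from total RNA with a small RNA library kit. The deposited values were raw read counts per mature miRNA, as whole numbers without normalisation, for 2588 miRNAs in each library. The aligner, the counting program, the miRNA annotation release, the genome build and the handling of strand by the authors were not stated. Molecular identifiers were not mentioned, so reads were not treated as independent molecules, and every interval given covers counting error only. Total counts ranged from 633318 to 900424 per library. A count of 0 allows up to 3 counts, which is from 3.33 to 4.74 CPM (counts scaled to a common library total) depending on the library.

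The normalisation behind the study's criteria was not stated for these counts, so a trimmed mean of M-values (TMM) normalisation over all 6 libraries was chosen here, computed with edgeR 4.0.16 in R 4.3.3. Counts were divided by the effective library size and multiplied by the mean effective library size of 749498. The normalised data value (ND) was log2(normalised count + 1), and a log2 ratio was a difference between ND values. The thresholds of the study were used, an ND of at least 8 and a fold change of at least 1.4 in either direction. Which library had to reach the ND threshold was not stated, and the greater ND of the 2 libraries compared was taken here; an alternative required both. An ND of 8 corresponds to a normalised count of 255. The 95% interval of a ratio was the exact Clopper-Pearson interval of the conditional binomial share, scaled by effective library sizes.

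No test of treatment and no p-value was computed. There was 1 library per group, and a test that takes the cell lines as pairs was not run. Instead, counts past the criteria were set beside those from 200 simulated sets of unchanged libraries. These had Poisson error alone or, in addition, an assumed biological coefficient of variation (CV) of 0.1, 0.2 or 0.4, which the data cannot estimate. Each miRNA was drawn independently and the effective library sizes were taken as known, so simulated ranges may be too narrow. Correlations across miRNAs within a cell line were set beside simulated values because both doses share a control library. For 7 miRNA lists, the median log2 ratio was ranked among 10000 random lists of the same size matched on mean abundance in 10 bins; members needed a mean normalised count of at least 10. The lists were the miR-200 family with miR-205, the miR-29 family, the let-7 family, a group of miRNAs described as raised by TGF-β1, the miR-17-92 cluster, the miR-23a-27a-24 cluster and the 7 miRNAs that the study selected. The last list was chosen by the study on these same libraries and is not independent evidence.

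The lists, the criteria, the alternatives and the rule for naming miRNAs were fixed before the data were examined. The rule named miR-335-3p and miR-335-5p, list members where needed, the 5 largest increases and the 5 largest decreases at 5 ng/mL in each line among miRNAs past the criteria with the same sign at 1 ng/mL, up to 10 miRNAs past the criteria in both lines in the same direction, and the 5 most abundant miRNAs of each library. Any other miRNA named was chosen after its values were seen.

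The alternatives fixed in advance were DESeq2 1.42.0 size factors, total-count scaling, quantile normalisation with limma 3.58.1, TMM within each cell line, unscaled counts, ND thresholds of 7 and 9, ND on a CPM scale, the ND criterion on both libraries, a fold change of at least 2, an interval wholly beyond 1.4-fold, pseudocounts of 0.5 and 10, and list members with a mean of at least 100 or above 0. Removal of a linear trend with hairpin GC content and merging of opposite-strand partners were added after the data were seen. Hairpin positions, GC content and containing genes came from GENCODE release 29 on GRCh38, to which 2585 of the 2588 names matched, including all 157 miRNAs with an ND of at least 8 in any library. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. The procedure was tested on simulated counts before use.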

Results

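Mature miRNAs were counted in A549 and BEAS-2B cells after 48 h without TGF-β1 or with TGF-β1 at 1 or 5 ng/mL. Each of the 6 groups had 1 library, so no value below has a replicate error, and intervals cover counting error only. In A549 cells, the total count was 789685 in the control, 900424 at 1 ng/mL and 633318 at 5 ng/mL. In BEAS-2B cells, it was 735436, 657105 and 767287, respectively. Between 902 and 1031 miRNAs had a count in a library, and between 110 and 124 reached an ND of at least 8.

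One miRNA took a large part of every library. The share of hsa-miR-21-5p in A549 cells was 53.2% in the control, 56.8% at 1 ng/mL and 47.6% at 5 ng/mL. In BEAS-2B cells, it was 35.4% (exact 95% interval 35.3 to 35.5) in the control, 53.3% at 1 ng/mL and 57.2% at 5 ng/mL. The next most abundant miRNA was hsa-let-7i-5p in the A549 libraries, hsa-miR-27a-3p in the BEAS-2B control and hsa-miR-100-5p in both treated BEAS-2B libraries. The TMM factor of the BEAS-2B control was 1.32, and those of the other 5 libraries lay between 0.829 and 1.02. Scaling by total count alone moved the median log2 ratio of miRNAs in BEAS-2B cells by -0.40 at 5 ng/mL and by -0.42 at 1 ng/mL.

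The first comparison asked which miRNAs differ between TGF-β1-treated and untreated cells. At 5 ng/mL in A549 cells, 75 of the 141 miRNAs that met the ND criterion passed the fold criterion, 38 higher and 37 lower. At 1 ng/mL, 67 of 137 passed, 37 higher and 30 lower. In BEAS-2B cells, 45 of 125 passed at 5 ng/mL, 25 higher and 20 lower, and 35 of 120 passed at 1 ng/mL, 19 higher and 16 lower. Scaling moved the BEAS-2B count at 5 ng/mL most under total-count scaling, to 79, of which 11 were higher and 68 lower.

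The counting interval of every one of these miRNAs excluded no change. It lay wholly beyond 1.4-fold for 63 miRNAs in A549 cells and 30 in BEAS-2B cells at 5 ng/mL. Simulated unchanged libraries with Poisson error alone gave a mean of 0.010 miRNAs past the criteria in A549 cells at 5 ng/mL. With an assumed CV of 0.2 the mean was 34.2 in A549 and 31.2 in BEAS-2B cells, and with 0.4 it was 81.1 and 72.4. The A549 counts of 75 and 67 lay above the central 95% of simulated sets at a CV of 0.2 and inside it at 0.4. In BEAS-2B cells, the 45 at 5 ng/mL lay above the range at 0.2 (22 to 41) and below that at 0.4 (62 to 84), and the 35 at 1 ng/mL lay inside the range at 0.2 and below that at 0.4 (60 to 83). The true variation between cultures is unknown.

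**Figure D1:**
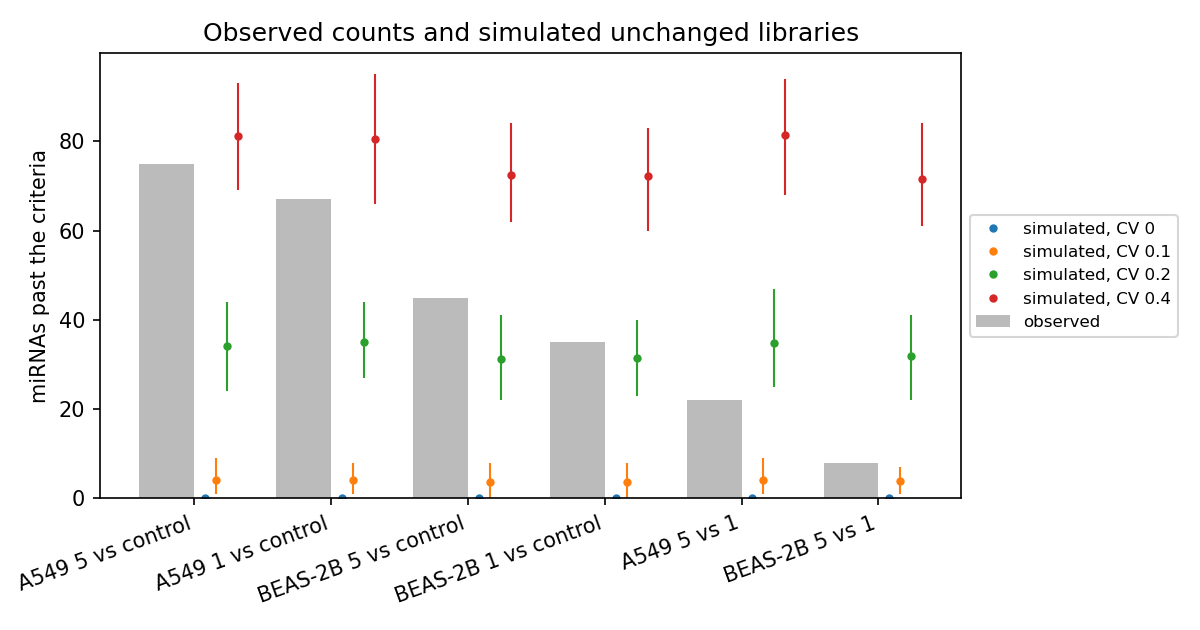
Bars give the observed number of miRNAs past the criteria in each comparison, points give the mean of 200 simulated sets of unchanged libraries at each assumed coefficient of variation (CV), and lines span the central 95% of sets. The 75 miRNAs in A549 cells at 5 ng/mL lie above the simulated mean of 34.2 at a CV of 0.2 and below that of 81.1 at a CV of 0.4.

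The second comparison concerned the dose. Between 5 and 1 ng/mL, 22 of 130 miRNAs passed the criteria in A549 cells and 8 of 121 in BEAS-2B cells. Both counts lay below the central 95% of simulated unchanged libraries at a CV of 0.2, whose means were 34.8 and 31.9. In BEAS-2B cells the count stayed below the lower bound of 22 under the 5 other scalings, at 8 to 20. In A549 cells it did not: the count was 40 under total-count scaling, with 38 higher and 2 lower against 11 and 11 under TMM, and 27 without scaling, both inside the simulated range of 25 to 47. The simulated range takes the TMM scaling as known and was not simulated under the other scalings. Whether the control libraries vary as little as the treated ones is unknown. Of the 75 miRNAs past the criteria at 5 ng/mL in A549 cells, 73 had the same sign at 1 ng/mL, and 44 of the 45 in BEAS-2B cells did, which is 97.3% and 97.8%. Simulated unchanged libraries sharing the control gave 82.4% and 82.0% at a CV of 0.2, and 92.5% and 89.9% at a CV of 0.1. Across 142 miRNAs, the log2 ratios of the doses in A549 cells had a Pearson's r of 0.940 and a Spearman's rho of 0.924. In BEAS-2B cells, r was 0.914 and rho was 0.854 across 126 miRNAs. Because the doses share a control, simulated unchanged libraries at a CV of 0.2 gave a mean r of 0.495 in A549 cells and 0.491 in BEAS-2B cells. The miRNAs are not independent replicates. For scale, 93 of 135 miRNAs passed the criteria between the untreated A549 and BEAS-2B libraries, 55 higher and 38 lower in A549 cells.

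The third comparison asked which miRNAs changed in both cell lines at 5 ng/mL. Of 109 miRNAs meeting the ND criterion in both lines, 18 passed in both, where 20.1 would be expected if the lists were independent. Of these, 12 had the same direction, 9 higher and 3 lower, against 9.90 expected. The remaining 6 were lower in A549 and higher in BEAS-2B cells. Which miRNAs passed in opposite directions depended on the scaling. Under total-count scaling 28 miRNAs passed in both lines, 16 in the same direction and 12 higher in A549 and lower in BEAS-2B cells, with 0 of the 6 among the 12. The number in opposite directions was 5 with DESeq2 size factors, with quantile normalisation and with TMM within each line, and 4 without scaling. Across the 109 miRNAs, the log2 ratios of the cell lines had a Pearson's r of 0.320 and a Spearman's rho of 0.124. A total of 9 miRNAs passed in all 4 comparisons with control in the same direction, 7 higher and 2 lower.

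**Figure D2:**
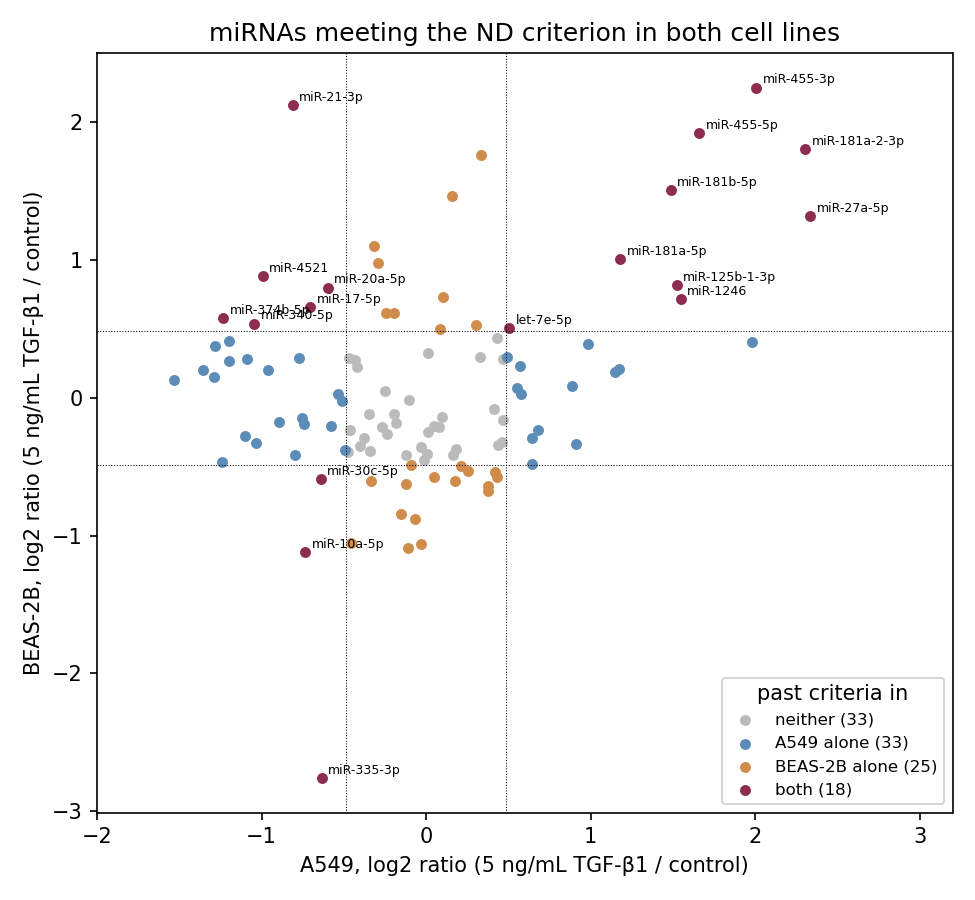
Each point is one of the 109 miRNAs meeting the ND criterion in both cell lines, with the log2 ratio of 5 ng/mL TGF-β1 to control in A549 cells on the horizontal axis and in BEAS-2B cells on the vertical axis. Dotted lines mark 1.4-fold, and the 18 labelled miRNAs passed in both lines, 12 of them in the same direction.

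Among miRNAs past the criteria in both lines, hsa-miR-455-3p had a log2 ratio at 5 ng/mL of 2.01 in A549 (95% interval 1.74 to 2.30) and 2.25 in BEAS-2B cells (2.00 to 2.53). Its counts were 134, 365 and 484 in A549 and 150, 456 and 565 in BEAS-2B cells at 0, 1 and 5 ng/mL. The partner arm hsa-miR-455-5p had log2 ratios of 1.66 and 1.92. The hairpin lies at GRCh38 chromosome 9, 114209434 to 114209529, in an intron of COL27A1. The log2 ratios were 1.49 and 1.51 for hsa-miR-181b-5p, 1.18 and 1.01 for hsa-miR-181a-5p, and 2.31 and 1.81 for hsa-miR-181a-2-3p in A549 and BEAS-2B cells. The ratio of hsa-miR-27a-5p was 2.34 and 1.32. Its hairpin lies on chromosome 19, 13836440 to 13836517, and its other arm, hsa-miR-27a-3p, had log2 ratios of 0.18 and -0.37. Among those that fell, hsa-miR-10a-5p had log2 ratios of -0.73 and -1.12.

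In A549 cells at 5 ng/mL, the largest increases by the naming rule were in hsa-miR-143-3p (log2 ratio 3.05), hsa-miR-543 (2.68), hsa-miR-411-5p (2.49), hsa-miR-27a-5p (2.34) and hsa-miR-493-3p (2.32). The count of hsa-miR-143-3p was 148 in the control, 1658 at 1 ng/mL and 1106 at 5 ng/mL. In BEAS-2B cells it was 7, 62 and 101, below the ND criterion, with a log2 ratio of 3.97 (95% interval 3.11 to 5.55) at 5 ng/mL. The largest decreases were in hsa-miR-374a-3p (-1.74), hsa-miR-450b-5p (-1.53), hsa-miR-30b-5p (-1.36), hsa-miR-374a-5p (-1.29) and hsa-miR-106b-5p (-1.28).

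In BEAS-2B cells at 5 ng/mL, among miRNAs past the criteria with the same sign at 1 ng/mL, hsa-miR-455-3p, hsa-miR-21-3p (2.12), hsa-miR-455-5p, hsa-miR-181a-2-3p and hsa-miR-193b-3p (1.76) rose most. The largest decreases among these were in hsa-miR-335-3p (-2.76), hsa-miR-10a-5p (-1.12), hsa-miR-149-5p (-1.09), hsa-miR-30a-3p (-1.06) and hsa-miR-224-5p (-1.06).

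The miRNA that the study followed up was hsa-miR-335-3p. Its hairpin lies at GRCh38 chromosome 7, 130496111 to 130496204, on the plus strand in an intron of MEST. In A549 cells, its count was 358 in the control, 300 at 1 ng/mL and 206 at 5 ng/mL. The log2 ratio was -0.31 (95% interval -0.53 to -0.08) at 1 ng/mL, short of 1.4-fold, and -0.63 (-0.89 to -0.38) at 5 ng/mL. The 5 ng/mL value was -0.48 under total-count scaling, also just short of 1.4-fold. In BEAS-2B cells, the count was 1174, 117 and 135, and the log2 ratio was -2.73 (-3.02 to -2.46) at 1 ng/mL and -2.76 (-3.04 to -2.51) at 5 ng/mL. The normalised count at 5 ng/mL was 35.5% lower than in the control in A549 cells and 85.3% lower in BEAS-2B cells. The partner arm hsa-miR-335-5p had counts of 39, 39 and 22 in A549 cells, where the log2 ratio at 5 ng/mL of -0.64 had an interval of -1.49 to 0.13, so a change was not detectable at this depth. In BEAS-2B cells its counts were 317, 73 and 101, with a log2 ratio of -1.29 (-1.64 to -0.97) at 5 ng/mL.

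**Figure D3:**
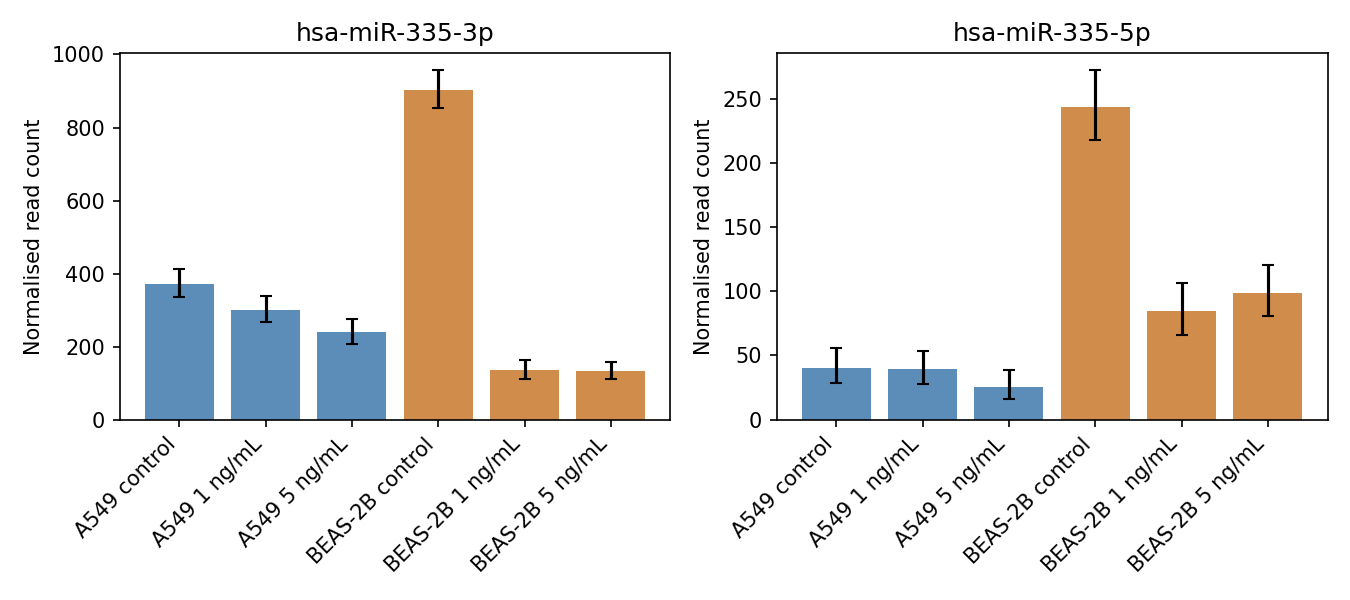
Bars give the normalised read count of hsa-miR-335-3p (left) and hsa-miR-335-5p (right) in each of the 6 libraries, and error bars give the exact Poisson 95% interval for counting error. The raw count of hsa-miR-335-3p behind the bars falls from 1174 to 135 in BEAS-2B cells and from 358 to 206 in A549 cells between control and 5 ng/mL.

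Of the 7 miRNAs that the study selected, 6 passed the criteria in both cell lines at 5 ng/mL here. The exception was hsa-miR-3184-5p, with a log2 ratio of 0.43 in A549 and -0.57 in BEAS-2B cells. Under total-count scaling 2 of the 7 passed in both lines, hsa-miR-27a-5p and hsa-miR-3184-5p, the latter at 0.59 and -0.98. The number was 4 with DESeq2 size factors, 5 with quantile normalisation, where hsa-miR-3184-5p also passed, 5 with TMM within each line and 2 without scaling. Only hsa-miR-27a-5p passed in both lines under every scaling. The hairpin of hsa-miR-3184-5p overlaps that of miR-423 on the other strand, and its reads are uncertain because the counting is not stated to use strand. The same holds for hsa-miR-374b-5p (-1.23 and 0.58), whose hairpin overlaps that of miR-374c. The other values in A549 and BEAS-2B cells were 0.51 and 0.51 for hsa-let-7e-5p, -0.70 and 0.66 for hsa-miR-17-5p, and -0.60 and 0.80 for hsa-miR-20a-5p. For hsa-let-7e-5p the fold changes of 1.42 in both lines lay close to the criterion, and its value in BEAS-2B cells was 0.10 under total-count scaling.

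The median log2 ratio of the group raised by TGF-β1 was 1.33 in A549 cells, at percentile 98.9 of the random lists. It was 1.05 in BEAS-2B cells, above all of the 10000 lists drawn. Members that share a containing gene may change together, such as miR-181a with miR-181b, miR-143 with miR-145 and miR-17 with miR-20a. The random lists drew each miRNA separately, so all percentiles given here may overstate how unusual a list is. Of the 6 members kept, 4 were higher in A549 and 5 in BEAS-2B cells. Those that fell were hsa-miR-21-5p (-0.32) and hsa-miR-424-5p (-0.81) in A549 cells and hsa-miR-155-5p (-0.44) in BEAS-2B cells. The miR-17-92 cluster had a median of -0.53 in A549 cells (percentile 5.27) and 0.66 in BEAS-2B cells (percentile 98.8). The study selection had medians of -0.60 (percentile 4.30) and 0.58 (percentile 98.8). Its median in BEAS-2B cells was 0.17 under total-count scaling and 0.23 without scaling, and from 0.46 to 0.58 under the other scalings. The miR-200 family with miR-205 had a median of 0.51 (percentile 59.6) over 4 members in A549 cells and -0.11 (percentile 26.1) over 3 in BEAS-2B cells. The medians in A549 and BEAS-2B cells were -0.47 (percentile 24.2) and -0.33 (22.7) for the miR-29 family, 0.10 (64.0) and -0.21 (40.8) for the let-7 family, and 0.46 (82.7) and -0.09 (56.5) for the miR-23a-27a-24 cluster. In A549 cells the sign of the let-7 median flipped without scaling, and in BEAS-2B cells those of the miR-200 list and the miR-23a-27a-24 cluster flipped when members below the count minimum entered.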

Values the study reported

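The study reported 83 miRNAs in A549 cells and 46 in BEAS-2B cells whose expression changed after TGF-β1 treatment at a fold change of at least 1.4 and an ND of at least 8. It described 20 miRNAs as changed in both lines, of which 7 were selected. The decrease of miR-335-3p was given as more than 40% in the main text. The supplementary fold change of the study for A549 cells at the higher dose is a smaller fall than this.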

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

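The test of shared reads for miR-3184-5p was set before the data were seen; its split by BEAS-2B cells alone and the tests of GC content and scaling were chosen only after the result was seen. The outlying-sample rule was not applied because each group had 1 library. Of 32 named miRNAs, 13 went one way in both treated A549 libraries and the opposite way in both treated BEAS-2B libraries. Without the 2 named for this after their values were seen, it was 11 of 30. The most abundant miRNAs and list members outside the study selection were left out unless another part of the rule named them. Of those left out, miR-27a-3p, for example, also met the condition. Its log2 ratios at 5 and 1 ng/mL were 0.18 and 0.51 in A549 and -0.37 and -0.04 in BEAS-2B cells. The differences between the lines were not tested, and since the doses share a control, a sign that repeats at the other dose adds little. Among the 109 miRNAs meeting the ND criterion in both lines, 26 met the same condition and 58 had one direction throughout. The values below are log2 ratios at 5 ng/mL in A549 minus those in BEAS-2B cells.

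The difference was -2.94 for miR-21-3p, -1.88 for miR-4521, -1.81 for miR-374b-5p, -1.58 for miR-340-5p, -1.40 for miR-20a-5p and -1.37 for miR-17-5p. These 6 passed the criteria in both lines, lower in A549 and higher in BEAS-2B cells; miR-4521 and miR-340-5p were named for this after their values were seen. Among independent lists, more such opposite pairs would be expected by chance than were found, since 20.1 shared miRNAs were expected and 9.90 of them in one direction. A linear trend with hairpin GC content is argued against as the whole cause. After its removal, 5 of the 6 still passed 1.4-fold in opposite directions, all but miR-20a-5p. GC content of the mature miRNAs was not tested and stays open. Scaling stays open as the cause of passing the criteria in opposite directions. Under total-count scaling 1 of the 6 still passed 1.4-fold in both lines, miR-21-3p, and 0 met the ND criterion in both lines as well. Under the same scaling, 12 other miRNAs passed the criteria higher in A549 and lower in BEAS-2B cells. Without scaling 2 of the 6 passed 1.4-fold in both lines. The number was 4 with DESeq2 size factors, 4 with quantile normalisation and 6 with TMM within each line. The signs alone stayed opposite for all 6 under each of the 5 other scalings. Some of these values were small, such as 0.17 for miR-374b-5p in BEAS-2B cells under total-count scaling. Variation between single cultures stays open, as does a difference between the cell lines in the response to TGF-β1.

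The difference was -2.41 for miR-374a-3p, -1.66 for miR-450b-5p, -1.66 for miR-106b-5p and -1.44 for miR-374a-5p. These fell in A549 cells past the criteria, while the BEAS-2B values lay between 0.13 and 0.67. Under total-count scaling the BEAS-2B values of miR-450b-5p, miR-374a-5p and miR-106b-5p were -0.28, -0.26 and -0.04, so the opposite direction there depends on the scaling. No biological explanation was tested.

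The difference was 3.14 for miR-543 and 2.59 for miR-493-3p. In BEAS-2B cells, miR-543 had counts of 11, 7 and 6, and its interval at 5 ng/mL included no change under each of the 5 scalings for which an interval was computed. That of miR-493-3p included no change with TMM (-0.66 to 0.10), but its fall excluded no change with total-count scaling (-1.07 to -0.31), with DESeq2 size factors (-0.77 to -0.02) and without scaling (-1.01 to -0.25). A fall of miR-493-3p in BEAS-2B cells beyond counting error therefore depends on the scaling. Both belong to the chromosome 14 cluster described under the other observations.

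The difference was 1.00 for miR-3184-5p. If reads of miR-423-3p counted on the opposite strand were the whole source, both miRNAs would change alike. In A549 cells at 5 ng/mL the log2 ratio of miR-3184-5p exceeded that of miR-423-3p by 0.18 (95% interval 0.08 to 0.27), which argues against this as the whole cause. In BEAS-2B cells alone the difference was -0.042 (-0.15 to 0.07), consistent with shared reads. Shared reads as a part of the A549 change stay open.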

How the results depend on the processing

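The 2 alternatives added after the data were seen were removal of a GC trend and merging of opposite-strand partners; neither moved a count by over 1.5 times. For A549 cells at 5 ng/mL they gave 75 and 74 miRNAs, and for BEAS-2B cells 46 and 43. A paired analysis that takes the cell lines as pairs was not run. Each group had 1 library, so no replicate could be left out and no other split within a group could be counted.

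Of 297 main values recomputed under the alternatives fixed before the data were examined, 243 stayed within 1.5 times or within their interval, 54 moved, and no value past the criteria changed sign. For a list median this interval was a bootstrap over the list members with 2000 draws, which is wide for short lists. In BEAS-2B cells the study selection counted as staying at 0.17 with total-count scaling, against 0.58 with TMM. The miR-23a-27a-24 median there counted as staying at 0.10 with all members above 0, against -0.09. Of 434 values of single miRNAs, 97 moved. Among values not past the criteria, 11 values of 7 miRNAs changed sign, such as miR-30b-5p in BEAS-2B cells from 0.20 to -0.21 with total-count scaling, and 3 list medians did. Where no cause is given below, the cause was not tested.

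With total-count scaling, counts past the criteria were 79 in BEAS-2B at 5 ng/mL, 70 in BEAS-2B at 1 ng/mL, 40 between the A549 doses and 28 in both lines. The miR-335-3p log2 ratio in BEAS-2B cells was -3.17 at 5 and -3.16 at 1 ng/mL. List medians were -0.32 (A549) and -0.73 (BEAS-2B) for miR-29, and in BEAS-2B cells -0.62 for let-7, 0.25 for miR-17-92 and -0.49 for miR-23a-27a-24. Without scaling, counts were 74 in BEAS-2B at 5 ng/mL, 88 at 1 ng/mL, 20 between the BEAS-2B doses, 30 in both lines and 26 in both in the same direction. The miR-335-3p log2 ratio in BEAS-2B cells was -3.11 at 5 and -3.32 at 1 ng/mL. Medians were -0.064 for let-7 and -0.76 for the study selection in A549 cells, and -0.67 for miR-29, -0.56 for let-7, 0.31 for miR-17-92 and -0.43 for miR-23a-27a-24 in BEAS-2B cells. With DESeq2 size factors, medians were 0.0053 for let-7 in A549, and -0.44 for miR-29 and 0.54 for miR-17-92 in BEAS-2B cells. With quantile normalisation the let-7 median in BEAS-2B cells was 0. With all members above 0, which adds members of low count, the miR-200 list median in BEAS-2B cells was 0.23.

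The shifts under other scalings go with a shift of all miRNAs. Relative to TMM, the median log2 ratio over all miRNAs kept moved in BEAS-2B cells by -0.40 and -0.42 (5 and 1 ng/mL) with total counts, by -0.34 and -0.57 without scaling and by -0.11 at 5 ng/mL with DESeq2 size factors. In A549 cells it moved by 0.15 and -0.14 with total counts, by -0.14 and -0.11 with quantile normalisation and by -0.16 at 5 ng/mL without scaling.

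Higher and lower calls shifted accordingly. For A549 at 5 ng/mL, 38 and 37 became 51 and 26 with total counts and 31 and 52 unscaled. For A549 at 1 ng/mL, 37 and 30 became 29 and 38 with DESeq2, 23 and 39 with total counts and 32 and 42 with quantiles. For BEAS-2B at 5 ng/mL, 25 and 20 became 20 and 34 with DESeq2, 11 and 68 with total counts and 12 and 62 unscaled. For BEAS-2B at 1 ng/mL, 19 and 16 became 16 and 23 with DESeq2, 8 and 62 with total counts and 6 and 82 unscaled. Between A549 doses, 11 and 11 became 38 and 2 with total counts and 2 and 25 unscaled. Between BEAS-2B doses, 7 and 1 became 5 and 3 with DESeq2, 6 and 2 with quantiles and 20 and 0 unscaled. Between the controls, 55 and 38 became 34 and 70 with total counts, 46 and 49 with quantiles, 41 and 53 with TMM within each line and 37 and 64 unscaled.

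Stricter or looser criteria changed counts by their construction. ND of at least 7 gave 40 between the A549 doses and 16 between the BEAS-2B doses. ND of at least 9 gave 26 and 23 in BEAS-2B at 5 and 1 ng/mL, 2 between the BEAS-2B doses and 10 in both lines, and a dose correlation of 0.939 in BEAS-2B cells. ND on both libraries gave 41 and 44 in A549 at 5 and 1 ng/mL, 29 in BEAS-2B at 5 ng/mL, 3 between the BEAS-2B doses, 58 between controls, 8 in both lines and 6 in the same direction. A fold change of at least 2 gave 42 and 21 in A549, 15 and 13 in BEAS-2B at 5 and 1 ng/mL, 0 between the A549 doses, 2 between the BEAS-2B doses, 55 between controls, 6 in both lines and 6 in the same direction. An interval wholly beyond 1.4-fold gave 9 between the A549 doses and 4 between the BEAS-2B doses.

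The fall of miR-335-3p in A549 cells at 5 ng/mL stayed between -0.73 and -0.48 over the scalings for depth, and -0.48 is short of 1.4-fold. Its raw count fell by 42.5% and its normalised count by 35.5%.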

Other observations

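The tests of hairpin output and library depth for miR-335-3p were set before the data were seen; the split by A549 cells alone and the tests of opposite-strand partners, miR-27a and the chromosome 14 cluster were chosen only after the result was seen.

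Some opposite-strand partners had matched counts. The share of miR-103b in the sum of miR-103b and miR-103a-3p was 49.6% over all libraries, and its interval held 50% in 6 of 6 libraries. For miR-374b-5p with miR-374c-3p the share of the lesser partner was 49.3%, again with 50% inside the interval in 6 of 6. For these 2 pairs this is consistent with reads that match both strands shared out at random, so that such partners may be one signal counted at both names. An equal split does not extend to all of the 9 overlapping pairs with a mean count of at least 10 for both members. The share of the lesser partner was 9.61% for miR-24-3p with miR-3074-5p, 27.4% for miR-3529-3p with miR-7-5p and 42.5% for miR-423-3p with miR-3184-5p, with 50% inside the interval in 0 of 6 libraries for each, and 34.0% for miR-3074-3p with miR-24-1-5p, in 2 of 6. The remaining 3 pairs held 50% in 5 or 6 libraries. Over the 6 libraries the share ranged from 9.26% to 10.3% for miR-24-3p with miR-3074-5p and from 27.0% to 27.8% for miR-3529-3p with miR-7-5p. For miR-423-3p with miR-3184-5p it ranged from 40.7% to 43.7%. A share off 50% does not exclude 1 signal split unequally, and for the first 2 of these pairs that was not tested and stays open. Of the miRNAs past the criteria at 5 ng/mL, 2 in A549 and 5 in BEAS-2B cells had such a partner.

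The fall of miR-335-3p was larger than that of its partner arm. In BEAS-2B cells at 5 ng/mL the log2 ratio of miR-335-5p minus that of miR-335-3p was 1.47 (95% interval 1.06 to 1.88). This argues against lower output of the whole hairpin as the whole cause only if both arms are equally stable, which was not tested. Since miR-335-5p also fell there, lower hairpin output as a part stays open. In A549 cells alone the difference was -0.011 (-0.80 to 0.78), and lower hairpin output cannot be told apart from a change of one arm because miR-335-5p had few counts. Library depth as the cause is argued against by the smallest fall over the 4 comparisons with control and the scalings for depth, a log2 ratio of -0.28. Variation between single cultures stays open for every value of miR-335-3p, and so does an effect of TGF-β1.

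The arms of miR-27a went apart. The log2 ratio of miR-27a-5p minus that of miR-27a-3p at 5 ng/mL was 2.15 in A549 cells. It was 1.69 (95% interval 1.501 to 1.885) in BEAS-2B cells. If both arms are equally stable, these values argue against higher output of the whole hairpin as the whole cause. These were the largest arm differences among the 49 hairpins in A549 and the 40 in BEAS-2B cells with a mean normalised count of at least 30 for both arms, where the median absolute differences were 0.51 and 0.32. Differences in strand selection or stability were not tested. In A549 cells miR-27a-3p also rose at 5 ng/mL, with a log2 ratio of 0.18 (95% interval 0.15 to 0.21). Higher hairpin output as a part therefore stays open there.

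Hairpins of a cluster on chromosome 14, from 100814491 to 101066801 on GRCh38, rose together in A549 cells. The cluster joins a pair of neighbouring runs and holds 53 hairpins. Its summed count was 4288 in the control, 13296 at 1 ng/mL and 13567 at 5 ng/mL, while in BEAS-2B cells it was 2089, 1664 and 1833. Of the 42 miRNAs kept in A549 cells, 41 were higher at 5 ng/mL, with a median log2 ratio of 1.27. The median of the 23 kept in BEAS-2B cells was 0.14, and its sign flipped to -0.27 with total-count scaling, -0.21 without scaling and -0.049 with quantile normalisation. In A549 cells, 11 of the 75 miRNAs past the criteria at 5 ng/mL belong to it. A linear trend with hairpin GC content is argued against by a median of 1.51 after its removal. Scaling is argued against by a lowest median of 1.05 over the other scalings. GC content of the mature miRNAs was not tested. RNA of BEAS-2B cells is argued against because miR-155-5p, with a count of 2 in the A549 5 ng/mL library, allows at most 0.525% of it, and the cluster took a smaller share of the BEAS-2B libraries than of the A549 ones. An atypical A549 control library cannot be told apart from a treatment effect, since there was 1 control; the median between 5 and 1 ng/mL was 0.21. Other cell types were not tested.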
